A study of Mus musculus with 8 samples. Its data were reported in "Histone Lactylation Antagonizes Senescence and Skeletal Muscle Aging by Modulating Aging‐Related Pathways" (2025).

How the data were processed

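The study profiled single nuclei of mouse gastrocnemius, a calf muscle, by RNA sequencing. The labels give 4 groups (Old, Young, Running and Sedentary) of 2 libraries each. Replicate numbers were given in deposition order within a group and pair no libraries. In every group 1 library was made with 10x Genomics droplets (replicate 1) and 1 with another droplet system (replicate 2, called the second library set here), so the library set was used as a block.

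The authors deposited raw UMI counts per gene and nucleus as filtered matrices, 1 per library. A UMI is a tag that lets each captured RNA molecule be counted once. Per the labels and methods, the 10x reads were counted with Cell Ranger on mm10. Whether intronic reads were counted is not stated. The second library set holds its own gene lists of between 22638 and 29661 symbols, against 32285 gene entries in each 10x library. Every gene on a list of the second set was detected in that library. Symbols listed more than once were summed. The 21207 symbols named in all 8 files were used, of which 20782 (98.0%) had a record in GENCODE vM21 on GRCm38, the source of the coordinates given. Genes undetected in 1 or more libraries of the second set were thus not tested, even if absent from a whole group. The SASP list kept 84 of 100 genes and the inflammatory response list 53 of 65.

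Nuclei with more than 200 and fewer than 6000 genes and under 6% mitochondrial counts were retained, as in the study, which left 64803 of 65280 nuclei. Doublets stayed in, since the study states no removal. Scrublet was run through scanpy 1.11.5. It marked between 2.87% and 5.31% of nuclei in 3 libraries and under 0.03% in the other 5, where its threshold had not worked. The alternative without doublets therefore left out the 6% of nuclei with the highest scores in every library. The nuclei of each library set were clustered together with no integration between sets. A graph of shared neighbours (2000 variable genes, 30 principal components, 20 neighbours) was split by the Leiden method of igraph at resolution 1.0. Clusters were named from 18 marker lists, and a name means that nuclei are like that class by those markers. The limits for naming were set after the clusters had been seen. A cluster stayed unnamed with fewer than 3 detected markers, with markers of several classes at a like level, with leading genes of another class, or where its 10 leading genes had a median length above 300 kb. The share of unnamed nuclei in each library is given with the results.

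Nuclei are not replicates, so counts were summed per library, and per library and class. Mitochondrial (12) and ribosomal protein (87) genes were left out, as in the study. Genes were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM scaling, filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05) in 1 fit of all 8 libraries with the 4 groups and the library set as terms. That fit had 3 residual degrees of freedom and a common dispersion of 0.294. Fold changes within a library set are differences of log2 CPM between 1 library and 1 other and carry no test. Class sums needed at least 20 nuclei in every library of the comparison. Numbers of nuclei per class were tested in the same way with the number of retained nuclei as the total. Intervals of shares are 95% Wilson intervals and cover counting error only. An exact permutation test of 2 libraries against 2 cannot give a two-sided p-value below 0.333.

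The 15 gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and an estimated correlation beside it. The study-named DNA repair and proteostasis genes were picked by the study on these samples, so their tests are not independent evidence. Scores per nucleus weight the ranks of a list's genes by a power of 0.25, after thinning every nucleus to 500 UMIs. No nucleus was shallower than 500 UMIs. Transcriptional noise is the median distance of thinned nuclei from the mean of their class and library on a square-root scale, with equal numbers of nuclei per library. Correlations run across genes, which are not independent replicates. Median differences of lists were also set against 10000 random lists matched on gene length and expression. Another 6 lists (short neuronal transcripts, mammary epithelium, imprinted genes, plasma cells, red blood cells and slow fibre genes) were written for the closing tests.

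Groups, tests, marker and gene lists, alternatives and the rule for naming genes were fixed before the data were examined, except for the 6 closing lists, the limits for naming clusters and the alternatives said to be added. Named genes were Ldha, 16 study-named genes, sex-linked genes and Gm10801, plus, per comparison, up to 5 rising and 5 falling called genes with a mean log2 CPM of at least 4 and the same direction in both library sets, or the 3 with the smallest p-value where none passed. Up to 3 were taken by that rule per class, of which only called ones are given with the class results. The alternatives were other scaling, DESeq2 1.42.0, no filter on low counts, no library set term, fewer libraries in the fit, other filters of genes and nuclei, thinning, other clustering and each library left out.

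Detection was tested on counts simulated from the real means, library sizes and estimated dispersion, with 200 changed genes. These were drawn from genes with a mean log2 CPM of at least 4, so recovery in weaker genes was not tested. For Old against Young the fit of 20093 genes recovered 80 (40%) of them with 2 false calls. For Running against Sedentary it recovered 97 (48.5%) with 4 false calls. By true fold, recovery of 2-fold changes was 7.46% and 2.99%, and that of 8-fold changes was 87.9% and 93.9%. Datasets with no change gave 0 calls in 5 draws. Camera and fry each found the 1 shifted list and no other, in a single draw for Old against Young. Genes were simulated independently there, so this cannot show how either test behaves where genes shift together.

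Retained nuclei and median UMIs per nucleus were 11686 and 2790 in Old replicate 1, 11795 and 3001 in Young replicate 1, 12991 and 2805 in Running replicate 1, 10587 and 1664 in Sedentary replicate 1, 4772 and 941 in Old replicate 2, 4510 and 1690 in Young replicate 2, 4228 and 1401 in Running replicate 2, and 4234 and 909 in Sedentary replicate 2.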

Results

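Single-nucleus RNA sequencing of gastrocnemius was compared between old and young mice and between mice that ran and sedentary mice. Each of the 4 groups had 2 libraries, 1 in each library set. The deposited matrices held 65280 nuclei, of which 64803 were retained, 32763 in Old and Young and 32040 in Running and Sedentary. UMI totals in the 10x set were 39373535 in Old, 39714374 in Young, 44454427 in Running and 23390969 in Sedentary. The second library set was shallower, with 5143170 in Old, 9278034 in Young, 7528387 in Running and 4839878 in Sedentary. Coordinates are on GRCm38.

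Clusters were named from marker genes to ask which classes of nuclei changed. The unnamed share was between 1.88% and 3.17% in the 10x libraries. In the second library set it was 87.2% in Old, 15.8% in Young, 2.81% in Running and 1.42% in Sedentary. Clusters led by genes with a median length above 300 kb held 82.6% of the nuclei of Old replicate 2 (95% Wilson interval 81.5 to 83.6) and 4.04% of those of Young replicate 2 (3.50 to 4.65). Muscle stem cell-like, macrophage-like, T cell-like, B cell-like, tenocyte-like, pericyte-like and Schwann cell-like clusters were found only in the 10x set, so their shares could be compared between 1 library and 1 other, with no replicate. Muscle stem cell-like nuclei made up 2.62% in Old and 4.05% in Young, and 2.31% in Running and 1.14% in Sedentary. Macrophage-like nuclei made up 4.98% in Old and 2.70% in Young.

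**Figure D1:**
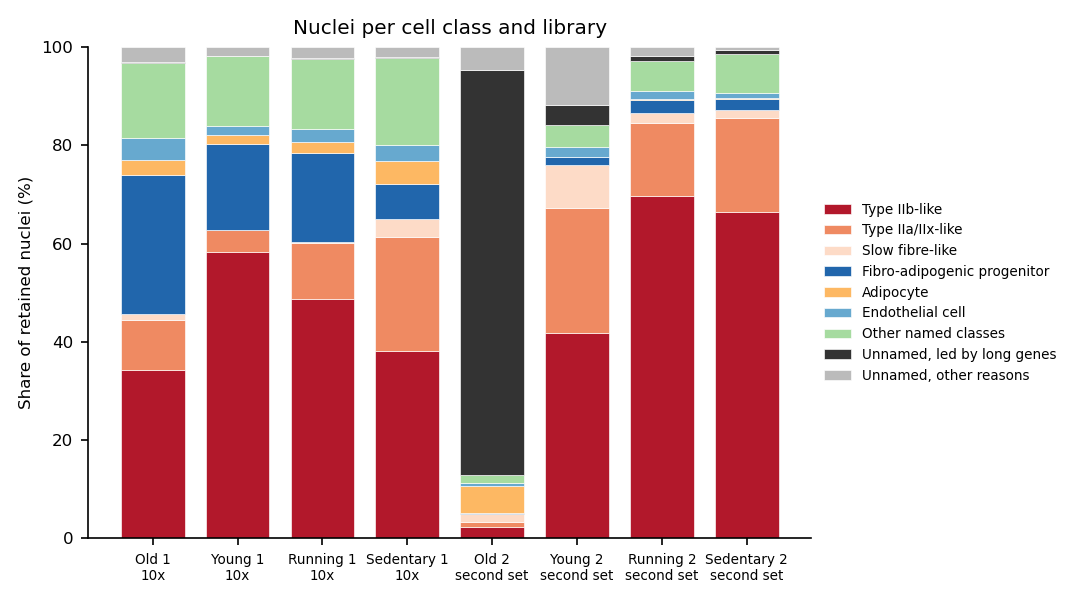
Share of retained nuclei (%) per cell class in each of the 8 libraries, as stacked bars; black marks unnamed clusters led by long genes. Old replicate 2 stands apart with 82.6% of its nuclei in such clusters.

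No share of the 8 classes found in both library sets differed between Old and Young beyond the spread between libraries (edgeR, 0 of 8 called). Type IIb-like myonuclei made up 34.3% of nuclei in Old replicate 1 against 58.2% in Young replicate 1, and 2.26% in Old replicate 2 against 41.8% in Young replicate 2. Over named nuclei alone these were 35.4% against 59.3% and 17.7% against 49.7%, the former of 611 nuclei in Old replicate 2. The fitted log2 difference was -1.67 (SE 1.54, edgeR adjusted p 0.77), and -1.03 (SE 0.55) over named nuclei. Adipocyte-like nuclei had the smallest adjusted p-value in that test, with a log2 difference of 4.26 (SE 1.91, edgeR adjusted p 0.28). They were 3.08% against 1.87% in the 10x set and 5.47% against 0.0887% in the second library set, where Young held 4 such nuclei. Over named nuclei the shares of the second library set were 42.7% and 0.105%. Without Old replicate 2 the fitted differences were -0.43 for Type IIb-like and 0.79 for adipocyte-like nuclei. The exact permutation test could not go below a p-value of 0.333 for any class.

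Counts summed over all nuclei of a library were compared to ask which genes changed with age. Of 20320 genes tested, 0 were called between Old and Young, with 557 at an unadjusted p-value under 0.05, where chance gives 1016. The alternative that moved the count most among those that kept both arms at 2 libraries was leaving out Sedentary replicate 1, which gave 8 calls.

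Ldha (chromosome 7, 46841475 to 46855627), the glycolysis gene the study followed, fell by 1.18 on the log2 scale in Old (SE 0.47, edgeR adjusted p 0.69). It was lower in Old in both library sets, by a log2 difference of -1.03 in the 10x set and -1.42 in the second library set. In Type IIb-like nuclei alone the log2 difference was -0.49 (SE 0.36), made up of -0.85 in the 10x set and -0.00 in the second library set, where Old held 108 such nuclei. No change of Ldha passed the threshold.

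**Figure D2:**
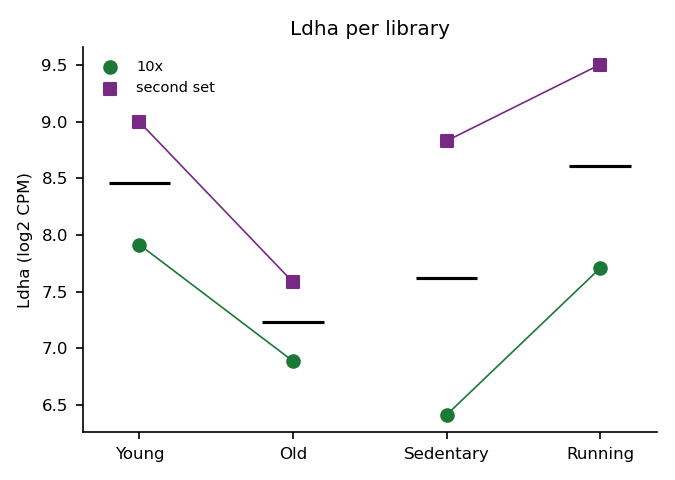
Ldha in log2 CPM in each library, by group; circles are 10x libraries, squares the second library set, coloured lines join the libraries of a set within a comparison and black bars are the means of the 2 libraries of a group. Ldha lies lower in Old than in Young and higher in Running than in Sedentary in both sets.

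The 3 genes with the smallest p-values were not called either. Hbb-bs (chromosome 7, 103826534 to 103828096) had a log2 fold change of -1.98 (SE 0.38), and its reads can be shared with a near-identical copy. Nrep (chromosome 18, 33437019 to 33464029) had a log2 fold change of -2.09 (SE 0.40). Igkc (chromosome 6, 70726435 to 70726966) had a log2 fold change of 4.06 (SE 0.92), with 3610 UMIs in Old replicate 1, 216 in Young replicate 1, 43 in Old replicate 2 and 1 in Young replicate 2. All 3 had an edgeR adjusted p of 0.69 and the same direction in both library sets. Igkc passed the threshold when only the 4 Old and Young libraries were fitted, with a log2 fold change of 4.27, and with the gene-length trend removed, at 4.23.

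The 16 DNA repair and proteostasis genes named by the study were all lower in Old in the fit, from -0.57 for Fam168a to -1.01 for Eya1 on the log2 scale, with 0 called (edgeR adjusted p 0.69 for each). Park7 was the only 1 of them not lower in the 10x set, at 0.07. The sex-linked genes were not called either. Xist had a log2 fold change of -0.68, Tsix 0.21, Ddx3y 0.28 and Uty 0.50 between Old and Young, and 0.08, 0.58, 1.08 and -0.05 between Running and Sedentary. Gm10801 had 1.27 (SE 1.13) in Old and -0.64 without Old replicate 2.

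Within classes, 5 genes were called between Old and Young, all in Type IIa/IIx-like nuclei, where Old replicate 2 held 54 nuclei. Peg3 (chromosome 7, 6703892 to 6730431) had a log2 fold change of -4.16 (SE 0.66, edgeR adjusted p 0.0062). Sorcs2 (chromosome 5, 36017180 to 36398139) had -3.91 (SE 0.74, edgeR adjusted p 0.037). Bdh1 (chromosome 16, 31422280 to 31458901) had 3.18 (SE 0.52, edgeR adjusted p 0.0076). Type IIb-like, myotendinous junction-like and endothelial-like nuclei gave 0 calls, with 557, 198 and 173 genes at an unadjusted p-value under 0.05. Without the library set term all classes together gave 0 calls, with 126, 38, 17 and, in Type IIa/IIx-like nuclei, 110 genes at that level. Leaving out 1 Running or Sedentary library gave from 30 to 152 calls over all classes, so the number of calls is not stable. Without Old replicate 2 all 5 genes kept their direction, in values that carry no test.

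Camera called 9 of 15 gene lists between Old and Young, and none of the 9 held under fry or under an estimated correlation. The median of all genes was 0.19 on the log2 scale, and list medians are to be read against it. Nuclear-encoded oxidative phosphorylation had a median log2 fold change of -0.85 with 0 of 29 genes higher, at -0.26 in the 10x set and -1.61 in the second library set. Core glycolysis had -0.73 with 6 of 27 genes higher, the ubiquitin-proteasome list -0.56 with 1 of 76 higher, and macroautophagy -0.44 with 6 of 78 higher. The circadian clock list had -0.34 and the lactylation enzymes -0.43. The study-named DNA repair and proteostasis genes had -0.73 and -0.81, with 0 of 8 genes higher in each. The inflammatory response list was the 1 called upward, at 0.66. Not called were core DNA repair (-0.10), SASP genes (0.41), senescence arrest (0.26), sex-linked genes (0.25), immediate early and heat shock genes (0.07) and denervation and regeneration (0.27). In every list 0 genes were called when adjusted over the list alone, which for the study-named lists would not be independent evidence. Without Old replicate 2 the median of all genes was -0.07. The medians of the circadian clock and lactylation lists then turned to 0.14 and 0.01, that of macroautophagy was -0.01 and that of the ubiquitin-proteasome list -0.09. Those of oxidative phosphorylation and core glycolysis were both -0.28, the study-named DNA repair and proteostasis genes had -0.33 and -0.34, and inflammatory response had 0.32.

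**Figure D3:**
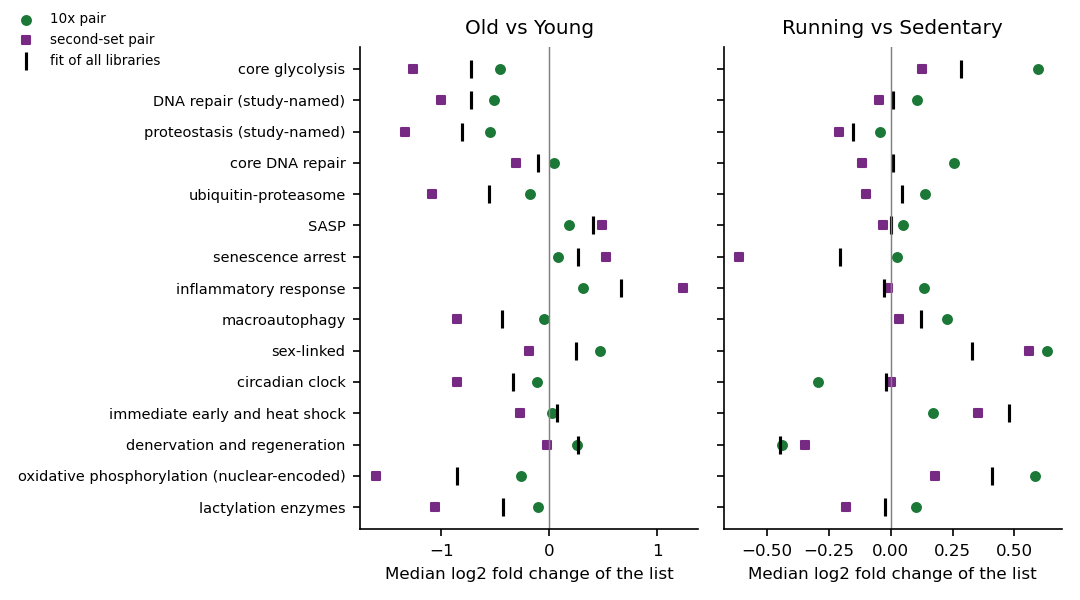
Median log2 fold change of each gene list between Old and Young (left) and Running and Sedentary (right); circles are the 10x pair, squares the second-set pair and black ticks the fit of all libraries. In Old against Young the second-set pair lies further from 0 than the 10x pair for oxidative phosphorylation, at -1.61 against -0.26.

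Scores of core glycolysis per nucleus were lower in Old, with a difference of medians of -0.0426 in the 10x set and -0.0229 in the second library set after thinning to 500 UMIs. Unthinned, these were -0.0824 and -0.0947. The study-named DNA repair score differed by -0.0648 and -0.0618 unthinned and by -0.0010 and -0.0012 after thinning to 500 UMIs. At 1000 UMIs it differed by -0.0684 in the 10x set and -0.0025 in the second library set. The study-named proteostasis score differed by -0.0022 and -0.0015 at 500 UMIs and by -0.0636 and -0.0691 at 1000 UMIs, lower in Old in both sets. Both scores thus depend on the depth chosen. The medians of these lists of 8 genes also move in steps. For DNA repair at 500 UMIs the Old and Young medians were 0.0629 and 0.0639 in the 10x set. In the second library set they were -0.0079 and -0.0067, so such medians are coarse and a jump between depths can be a single step. Transcriptional noise in Type IIb-like nuclei was higher in Old by 0.25 in the 10x set and lower, by a difference of -0.04, in the second library set. At 1000 UMIs it was higher in Old in both sets, by 0.56 and 0.17, so the sign in the second library set depends on the depth chosen. In Type IIa/IIx-like nuclei the differences were -0.07 and -0.23 at 500 UMIs and 0.01 and -0.16 at 1000 UMIs. At 500 UMIs they were 0.55 and -0.47 in myotendinous junction-like nuclei, and 0.37 and 0.33 in endothelial-like nuclei.

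The second comparison asked whether running changed the same measures. No class share differed between Running and Sedentary (edgeR, 0 of 8 called). Type IIb-like nuclei made up 48.8% in Running against 38.0% in Sedentary in the 10x set, and 69.7% against 66.3% in the second library set, a fitted log2 difference of 0.16 (SE 1.44, edgeR adjusted p 0.91). Adipocyte-like nuclei were 2.27% against 4.74% in the 10x set and 0.213% against 0.165% in the second library set. Across the 8 fits that each left out 1 library, the log2 difference ran from -0.84 to 1.41 for Type IIb-like nuclei. For adipocyte-like nuclei it ran from -1.43 to 0.91, so neither direction is stable.

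Of 20320 genes, 0 were called between Running and Sedentary, with 98 at an unadjusted p-value under 0.05. Fitting only the 4 Running and Sedentary libraries gave 82 calls, 49 higher and 33 lower. Ldha had a log2 fold change of 0.92 (SE 0.47, edgeR adjusted p 1), with 1.30 in the 10x set and 0.67 in the second library set, and 0.78 (SE 0.35) in Type IIb-like nuclei. The 3 genes with the smallest p-values were Meg3 (chromosome 12, 109541001 to 109571726) at 1.76 (SE 0.46), Gm39317 (chromosome 9, 32348682 to 32361738) at -2.61 (SE 0.69) and Pgam2 (chromosome 11, 5801640 to 5803733) at 1.39 (SE 0.38). Each had an edgeR adjusted p of 1 and passed the threshold in the fit of 4 libraries. Gm10801 (chromosome 2, 98662237 to 98664083), a member of a family of near-identical genes whose counts are uncertain, had -2.74 (SE 1.25), lower in the 10x set and higher by 0.52 in the second library set. Without Sedentary replicate 1 its value was 0.67.

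Within classes, 20 genes were called between Running and Sedentary. Fibro-adipogenic progenitor-like nuclei gave 19, of which 7 were higher and 12 lower in Running. These cannot be read as changes in that class. They include the myofibre genes Acta1, Ankrd23, Mybpc1, Myh2 and Myh7 and 4 genes of the uncertain family, and background RNA was not removed. Myh1, Myh2, Myh4 and Myh7 together took 1.35% and 1.14% of UMIs in these nuclei in the second library set (Running and Sedentary), against 1.36% and 1.20% in Type IIb-like nuclei. In the 10x set they took 0.105% and 0.0865% against 0.617% and 0.380%. Without Sedentary replicate 1 Myh7 turned from -2.60 to 2.80 and Myh2 from -2.08 to 1.18. Also among the 19 were Iigp1 (chromosome 18, 60376027 to 60392634) at 3.22 (SE 0.75, edgeR adjusted p 0.018), Gm10717 (chromosome 9, 3025417 to 3033289, of the same uncertain family) at -2.92 (SE 0.65, edgeR adjusted p 0.0099) and Adam12 (chromosome 7, 133883199 to 134232146) at -2.60 (SE 0.59, edgeR adjusted p 0.014). Neuromuscular junction-like nuclei gave 1, Col23a1 (chromosome 11, 51289920 to 51583918) at -4.53 (SE 0.73, edgeR adjusted p 0.030). Both fits held 7 libraries, since Old replicate 2 had too few such nuclei. The other 4 classes gave 0 calls, with between 155 and 345 genes at an unadjusted p-value under 0.05. Leaving out 1 Old or Young library gave from 0 to 118 calls over all classes. Without Sedentary replicate 1, 13 of the 19 genes kept their direction, in values that carry no test.

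Camera called 4 of 15 lists between Running and Sedentary, none of which held under fry or an estimated correlation. Oxidative phosphorylation had a median log2 fold change of 0.41 with 25 of 29 genes higher, at 0.58 in the 10x set and 0.18 in the second library set. Core glycolysis had 0.28, macroautophagy 0.12, and denervation and regeneration -0.45. Without Sedentary replicate 1 the glycolysis and macroautophagy medians turned to -0.06 and -0.15, and that of oxidative phosphorylation was 0.08. All of these lay below the median of all genes, which was 0.11 in that fit and -0.04 with all libraries. The study-named DNA repair and proteostasis genes had medians of 0.01 and -0.15, with 4 and 2 of 8 genes higher. Across the 8 fits that each left out 1 library, from 0 to 7 and from 1 to 7 of these genes were lower. Not called either were core DNA repair (0.01), the ubiquitin-proteasome list (0.04), SASP genes (0.00), senescence arrest (-0.21), inflammatory response (-0.03), sex-linked genes (0.33), circadian clock (-0.02), immediate early and heat shock genes (0.48) and lactylation enzymes (-0.02). Again 0 genes of any list were called when adjusted over the list alone. In Type IIb-like nuclei camera called 6 lists between Old and Young and 5 between Running and Sedentary, and 1 core glycolysis gene was called over its list alone in the latter. The core glycolysis score per nucleus was higher in Running by 0.0210 in the 10x set and 0.0209 in the second library set after thinning. The study-named DNA repair score was higher in Running by 0.0577 and 0.0587 unthinned, and the study-named proteostasis score by 0.0554 and 0.0454. At 500 and 1000 UMIs no difference of either score went beyond -0.0007. The medians of these lists of 8 genes move in steps, so they could not show a small rise in Running at equal depth. Medians of the core glycolysis score are stepped too, so its like values in both sets need not mean an equal change.

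The fold changes of both comparisons were set against each other to ask whether running moved genes opposite to age. Across 20320 genes the Pearson r was -0.56 (Spearman rho -0.47). It was -0.18 with both comparisons from the 10x set, 0.08 with both from the second library set and 0.07 for age in the 10x set against running in the second. Age in the second library set against running in the 10x set, which holds Old replicate 2 and Sedentary replicate 1, gave -0.56. In Type IIb-like nuclei r was 0.06, and in the 5095 genes with a mean log2 CPM of at least 5 it was -0.28 (Spearman rho -0.09). In those 5095 genes r was -0.33 with both comparisons from the 10x set and 0.18 with both from the second library set. It was -0.25 for age in the second library set against running in the 10x set, and 0.13 for the reverse pairing. Over all genes r was 0.53 without Sedentary replicate 1 and 0.33 without Old replicate 2. With 1 library in an arm, that comparison draws on a library set term estimated partly from the libraries of the other comparison. A positive r can thus be partly built into these 2 fits. The library sets were compared as replicates of each comparison. Between the 10x and the second-set fold changes r was 0.21 for Old against Young and -0.02 for Running against Sedentary.

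**Figure D4:**
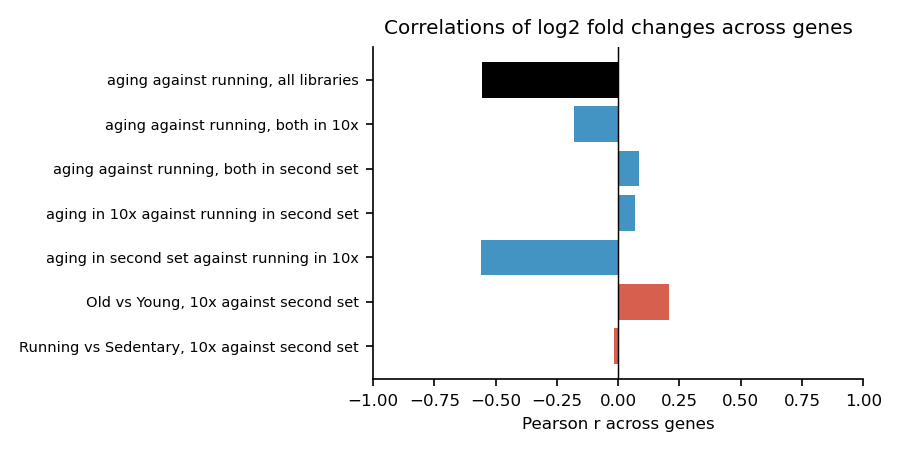
Pearson r across 20320 genes between log2 fold changes; black is age against running in the fit of all libraries, blue the 4 pairings of library sets and red the same comparison in both sets. The pairing of age in the second set with running in 10x reaches -0.56, while the other 3 pairings lie between -0.18 and 0.08.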

Values the study reported

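The study reported 32,652 nuclei in 21 cell types for young and old muscle and 32,039 nuclei in 19 cell types for sedentary and running muscle.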

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

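The test of shallow depth was chosen only after the result was seen; the other tests in this part were written down before their values were known.

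Unnamed clusters led by long genes stood out in 1 library. They held 82.6% of the nuclei of Old replicate 2, against 4.04% in Young replicate 2. Gene comparisons within classes do not use them, but shares of classes count them in the total. Shallow depth is argued against, since Sedentary replicate 2 had a lower median UMI count (909 against 941) and 0.73% of its nuclei in such clusters. Genomic DNA or another template counted as UMIs remains a candidate explanation. Olfactory and vomeronasal receptor genes, which muscle is not known to express, took 0.231% of UMIs in Old replicate 2 and 0.0411% in Young replicate 2, a ratio of 5.62. Nerve tissue in the sample cannot be told apart from this. The median log2 difference of 14 short neuronal transcripts was -0.12 relative to that of 590 genes over 300 kb, and the bootstrap interval of that difference (-0.91 to 0.34) holds 0. The rule written before asked only for the sign, which would argue against nerve tissue; the interval was added after the value was seen. Age stays open as an untested explanation, since the 10x Old library had 0.163% of nuclei in such clusters, but the sets differ in method.

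A small unnamed cluster led by milk protein genes stood out as well, outside the gene comparisons within classes. It held 60 nuclei of Old replicate 1, 1 of Young replicate 1, 17 of Running replicate 1 and 3 of Sedentary replicate 1. Mammary epithelium in the sample is a candidate source: 13 of 18 detected list genes (72.2%) were over 4-fold higher in the cluster than in the other nuclei. The most abundant of these, Ltf, stood at 251 CPM in the cluster and 1.82 CPM elsewhere. An earlier run of this test read another cluster by mistake, and the corrected run was made after that value had been seen. The list's Trp63 and Esr1 were detected in the other nuclei at 383 and 583 CPM and were not higher in the cluster. Wap, Lalba and Krt17 had 0 UMIs in it, and Csn2, counted among the 13, had 1, so several classic milk genes were all but absent. Summed over all nuclei, 6 of 9 tested list genes were higher in Old in both library sets, but 8 of 9 were lower in Running in both, although the cluster held more nuclei of Running than of Sedentary. The sums thus do not follow the cluster and lend no weight to this source. Other glandular epithelium was not tested, and a difference by age stays open as untested.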

How the results depend on the processing

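The gene-length trend, the removal of nuclei led by long genes, shares of named nuclei only, and the leave-one-out values of list medians, of matched random lists, of genes per class and of age against running were chosen only after the results were seen. Across 65 results and 623 alternative values, 486 kept their direction and side of the threshold, or moved by less than the spread. Among the 16 results that answer the comparisons 34 values moved. Among single genes, single lists and other secondary results, 48 moved, 42 became weaker, 8 stronger and 5 reversed. Where no cause is given below, the cause was not tested.

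Counts of called genes stayed at 0 in both comparisons under other size factors, DESeq2 (1174 and 392 genes at an unadjusted p-value under 0.05), no filter on low counts, no library set term, other filters, doublet removal, thinning and removal of nuclei led by long genes. With only the comparison's 4 libraries in the fit, 4 genes were called between Old and Young and 82 between Running and Sedentary. With the length trend removed these were 3 and 8. For Old against Young, leaving out 1 Running or Sedentary library gave from 0 to 8 calls (8 without Sedentary replicate 1, 4 without Sedentary replicate 2); for Running against Sedentary, leaving out 1 Old or Young library gave 0 calls. Leaving out a library of the comparison itself leaves 1 in an arm and gives no call.

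The Ldha change ran from -1.85 to -0.75 between Old and Young and from 0.40 to 1.65 between Running and Sedentary across the 8 fits that each left out 1 library, with no change of sign. No call in class shares appeared under any alternative, including 0 in each fit that left out 1 library of the other comparison. Genes called within classes went from 5 and 20 to 0 and 0 without the library set term. Leaving out 1 library of the other comparison, they ran from 30 to 152 for Old against Young and from 0 to 118 for Running against Sedentary, so these counts depend on libraries outside their comparison. Leaving out a library of the comparison itself gives no call; the 5 Type IIa/IIx-like genes then kept their direction except for 1 without Old replicate 1.

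Called lists went from 9 and 4 to 0 and 0 under fry and 0 and 0 under an estimated correlation, and were 8 and 4 without the library set term. Leaving out each library in turn, list medians between Old and Young ran from -1.36 to 0.14 for circadian clock and from -1.11 to 0.0131 for lactylation enzymes, both turning without Old replicate 2. Between Running and Sedentary they ran from -0.0639 to 0.99 for core glycolysis and from -0.15 to 0.41 for macroautophagy. The glycolysis median turned without Sedentary replicate 1, and macroautophagy turned without it or without Running replicate 2. For oxidative phosphorylation in that comparison they ran from 0.0791 to 0.73. The lowest was without Sedentary replicate 1, where the median of all genes was 0.11.

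The r of age against running ran from -0.67 to 0.53 across the 8 fits that each left out 1 library. These fits share a library set term between both comparisons, which can build in part of a positive r. With all libraries r was 0.0623 in Type IIb-like nuclei and -0.28 in genes with a mean log2 CPM of at least 5. It was -0.33 without the nuclei led by long genes. Fold changes between Old and Young without Old replicate 2 had an r of 0.03 across genes with those of all libraries, and those between Running and Sedentary without Sedentary replicate 1 had an r of -0.15. In the 5095 genes with a log2 CPM of at least 5 these were 0.42 and 0.15. Over all genes, each comparison thus depends on 1 library, and less so in well-measured genes. The r between library sets was -0.0042 for Old against Young in Type IIb-like nuclei, and 0.0911 for Running against Sedentary with the length trend removed.

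The mean glycolysis score difference was -0.0328 between Old and Young at 500 UMIs, -0.0885 without thinning and -0.0526 at 1000 UMIs. Between Running and Sedentary it was 0.0209, 0.0704 and 0.0301. Noise in Type IIb-like nuclei differed on average by 0.11 at 500 UMIs and 0.36 at 1000 UMIs, where 2956 nuclei of Old replicate 2 were too shallow to be used. Scores, noise and the r between sets were not run with a library left out, since that leaves a single set, whose values are given in the report. No muscle stem cell-like nuclei were named among the 17744 of the second library set, and the cause was not tested.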

Other observations

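The tests of a shared library profile, of gene length on age against running, and of RNA from outside the nucleus for the second library set alone and for running alone, and the matched random lists with a library left out, were chosen only after the results were seen; the others were written down before.

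Fold changes with age and with running were opposed across genes (r -0.56, and -0.28 in genes with a mean log2 CPM of at least 5). Gene length bias is argued against as the whole cause, since r was -0.49 with the length trend of each library removed. A profile shared by Old replicate 2 and Sedentary replicate 1 remains a candidate explanation, with r at 0.16 without both. Leaving out either of them with another library of the other comparison gave values from -0.05 to 0.56. Neither these values nor the 0.16 have a baseline for no change, so they cannot decide this. With a library of each comparison left out, both fold changes draw on the same estimated library set term. That test is also not specific to Old replicate 2 and Sedentary replicate 1. Of the pairs with neither, leaving out Young replicate 1 and Running replicate 2 gave -0.14, and the others lay between -0.65 and -0.45. In the 5095 well-measured genes r was -0.33 (Spearman rho -0.09) with both comparisons from the 10x set, which lacks Old replicate 2. The pairing that holds both libraries gave -0.25 (rho -0.21). A profile shared by both is thus not shown to cause the opposition in those genes. The share of olfactory and vomeronasal receptor genes in Sedentary replicate 1 was 3.10 times that in Running replicate 1, and in Old replicate 2 it was 5.62 times that in Young replicate 2. A template other than RNA may thus lie behind part of the opposition. An opposing effect of running on aging genes stays open and was not shown by these 8 libraries.

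Energy lists were lower in Old and higher in Running. RNA from outside the nucleus kept in the droplets was to give a lower share of ribosomal protein genes in Old and a higher one in Running in both sets. In the 10x set that share was higher in Old, at 1.15 times Young, which argues against it for the whole pattern. It stays open for the second library set, where Old had 0.68 times the share of Young, and for running, where the share in Running was at least 1.25 times that in Sedentary in both sets. Within Type IIb-like nuclei of the second library set, however, the share in Old was 0.99 times that in Young while oxidative phosphorylation still fell (median -0.81). With 108 such nuclei in 1 Old library this does not exclude it for the whole libraries, but the ratio of 0.68 does not carry over to that class. The share of mitochondrial genes in Old was 3.04 times that in Young in the 10x set and 0.55 times in the second library set. In Running it was 1.05 and 1.18 times that in Sedentary, so for running it hardly differed in the 10x set. Gene length and expression level cannot be told apart from a change of oxidative phosphorylation genes. With all libraries its median lay at percentile 0.02 of 10000 matched random lists for Old against Young and at 99.93 for Running against Sedentary, outside their middle 95%. It lay inside at 19.85 without Old replicate 1 and 9.84 without Young replicate 2, and at 92.79 without Running replicate 1 and 71.97 without Sedentary replicate 2. Without Old replicate 2 and Sedentary replicate 1 it stayed outside, at 0.17 and 99.7, though the medians shrank from -0.85 to -0.28 and from 0.41 to 0.08. In Type IIb-like nuclei alone it lay outside too, at 0 for Old against Young and 99.99 for Running against Sedentary. Those values were not repeated with a library left out, and the former rests on 108 nuclei of Old replicate 2. Short, abundant genes fell in Old with all libraries, where the random lists had a median of -0.57, but not without Old replicate 2, where it was 0.01. The ubiquitin-proteasome list lay inside its own random lists, at percentile 6.7. Core glycolysis lay outside, at 0.49 for Old against Young and 99.15 for Running against Sedentary. For age it lay inside only without Young replicate 1, at 61.42. For running it lay inside at 84.99 without Sedentary replicate 1 and 93.94 without Running replicate 2. In Type IIb-like nuclei it lay at 1.8 for age and, inside, at 88.26 for running. An effect of age or running on oxidative phosphorylation or core glycolysis genes stays open as well.

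Xist and Y-linked genes were both counted in the second library set. Ddx3y and Uty had 2079 UMIs there, while Kdm5d and Eif2s3y had 18. The X-linked counterparts of the latter, Kdm5c and Eif2s3x, had 4579. The near absence of Kdm5d and Eif2s3y argues against a pooling of male and female nuclei in 1 library, for these genes. Detection of Xist and Y-linked UMIs in the same nucleus cannot decide on pooling by itself. Nuclei with an Xist UMI held a Y-linked UMI 1.22 times as often as nuclei without, where pooling was to give under 0.2. By library of the second set this ratio ran from 0.89 (Old) to 1.33 (Running). Nuclei with Xist were deeper in each, which raises it. The limit of 0.2 takes every UMI as coming from its own nucleus, but background RNA was not removed. In Running of the second set, myosin genes took 1.35% of UMIs in fibro-adipogenic progenitor-like nuclei and 1.36% in Type IIb-like nuclei. Where the Xist and Y-linked counts come from was not tested.

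Slow fibre-like nuclei were 1 of 11795 in Young replicate 1 and 7 of 12991 in Running replicate 1, against 146 of 11686 in Old replicate 1 and 388 of 10587 in Sedentary replicate 1. Naming or clustering is argued against, since the 9 slow fibre genes summed over all nuclei were at most 0.18 times their share in Old replicate 1. In the second library set such nuclei were 8.89% in Young and 1.51% in Old over all nuclei, but 10.6% and 11.8% over named nuclei, so no direction can be given there. Which part of the muscle was sampled was not tested and may differ between libraries.

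Peg3 and Mirg fell in Old Type IIb-like nuclei, by log2 changes of -5.18 and -6.12 that were not called. Whether imprinted genes fell together cannot be told apart from chance: 14 of the 21 other genes tested from the list were lower, among them Rian (-3.59), and their median lay at percentile 9.48 of random lists matched on expression, which might arise without a shared change. Meg3, which was not on the list, was lower too (-1.98); it shares a locus with Mirg and Rian, so these are not independent. By the limit written before, these genes did not fall together, and the question is left open because it rests on few nuclei of Old replicate 2. Igkc was higher in Old. For plasma cells, 2 of 5 other tested list genes were higher in both sets, fewer than the majority written down before as the sign of plasma cells. Jchain, 1 of the 2, rose by 3.79 (5.57 in the 10x set, 1.45 in the second) and was called with the gene-length trend removed (3.76), which speaks for plasma cells. This is left open because few list genes were detected. Hbb-bs was lower in Old, and 5 of 7 other red cell genes were lower in both sets, consistent with less blood in the Old samples, which is a candidate explanation of sampling and not of muscle.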
